# Integrative Analyses of mRNA Expression Profile Reveal the Involvement of *IGF2BP1* in Chicken Adipogenesis

**DOI:** 10.3390/ijms20122923

**Published:** 2019-06-14

**Authors:** Jiahui Chen, Xueyi Ren, Limin Li, Shiyi Lu, Tian Chen, Liangtian Tan, Manqing Liu, Qingbin Luo, Shaodong Liang, Qinghua Nie, Xiquan Zhang, Wen Luo

**Keywords:** Chinese native broiler, abdominal fat deposition, adipogenesis, *IGF2BP1*, high-fat diet, differentially expressed gene

## Abstract

Excessive abdominal fat deposition is an issue with general concern in broiler production, especially for Chinese native chicken breeds. A high-fat diet (HFD) can induce body weight gained and excessive fat deposition, and genes and pathways participate in fat metabolism and adipogenesis would be influenced by HFD. In order to reveal the main genes and pathways involved in chicken abdominal fat deposition, we used HFD and normal diet (ND) to feed a Chinese native chicken breed, respectively. Results showed that HFD can increase abdominal fat deposition and induce adipocyte hypertrophy. Additionally, we used RNA-sequencing to identify the differentially expressed genes (DEGs) between HFD and ND chickens in liver and abdominal fat. By analyzed these DEGs, we found that the many DEGs were enriched in fat metabolism related pathways, such as peroxisome proliferator-activated receptor (PPAR) signaling, fat digestion and absorption, extracellular matrix (ECM)-receptor interaction, and steroid hormone biosynthesis. Notably, the expression of *insulin-like growth factor II mRNA binding protein 1 (IGF2BP1)*, which is a binding protein of *IGF2* mRNA, was found to be induced in liver and abdominal fat by HFD. Ectopic expression of *IGF2BP1* in chicken liver-related cell line Leghorn strain M chicken hepatoma (LMH) cell revealed that *IGF2BP1* can regulate the expression of genes associated with fatty acid metabolism. In chicken preadipocytes (ICP cell line), we found that *IGF2BP1* can promote adipocyte proliferation and differentiation, and the lipid droplet content would be increased by overexpression of *IGF2BP1*. Taken together, this study provides new insights into understanding the genes and pathways involved in abdominal fat deposition of Chinese native broiler, and *IGF2BP1* is an important candidate gene for the study of fat metabolism and adipogenesis in chicken.

## 1. Introduction

Chicken meat is one of the most consumed meats around the world, and the fast-growing commercial broiler chickens provide the most meat products than the other broiler breeds. However, consumers often prefer native broiler chickens over fast-growing breeds in China, as they are more suitable for Chinese eating habits [1]. In general, Chinese native broilers not only have slower growth-rate but also have excessive fat deposition. Proper quantities of subcutaneous fat and intramuscular fat are necessary for improving meat quality and flavor, but a higher abdominal fat content not only reduces feed efficiency and carcass yield, but also causes environmental pollution and rejection of the meat by the consumers [2,3]. Therefore, excess abdominal fat has been one of the main problems in broiler industry, especially in yellow feathered broiler chickens.

Insulin-like growth factor 2 mRNA-binding protein 1 (IGF2BP1), which can bind *IGF2* mRNA and affect its RNA target’s fate, belongs to a conserved family of single-stranded RNA-binding proteins [4,5]. It has been showed that *IGF2BP1* plays important roles in various aspects of cell function, such as cell proliferation, differentiation, migration, morphology and metabolism [5,6,7,8]. *IGF2BP1* regulates these cell functions by binding to its target RNAs and affecting their translatability, stability, or localization [9,10,11]. The main *IGF2BP1* target RNAs include *IGF2*, *c-Myc*, *CD44* and *Gli1* [12]. Recently, it has been found that IGF2BP1 is a *N*^6^-methyladenosine (m^6^A) readers and might bind with > 3000 mRNA transcript targets [13]. This profound role of *IGF2BP1* highlights its functional importance in post-transcriptional gene regulation. In addition, IGF2BP1 can play roles in a miRNA-dependent manner. It is able to binds the *SRF* mRNA and promotes *SRF* expression in several cancer cell lines by impairing the miRNA-dependent decay of the *SRF* mRNA [14]. However, even though the *IGF2BP1* plays an essential role in many cell processes, its function in fat deposition and adipogenesis still remain unclear. 

In this study, we analyzed the gene expression profiles of liver and abdominal fat from the chickens fed with a high-fat diet (HFD) or normal diet (ND), and found that *IGF2BP1* was differentially expressed in the two groups. *IGF2BP1* ectopic expression in chicken liver-related cell affected the expression of genes related to fat deposition and PPARγ signaling pathway. In chicken preadipocytes, *IGF2BP1* promoted cell proliferation and induced fat deposition related genes’ expression. Additionally, *IGF2BP1* can also induce adipocyte differentiation and increase lipid droplet accumulation. The findings of this study would be important for understanding the genes and pathways involved in chicken abdominal fat deposition, and it is also beneficial to understand the function of *IGF2BP1* in adipogenesis.

## 2. Results

### 2.1. High-Fat Diet Promotes Chicken Abdominal Fat Deposition and Induces Adipocyte Hypertrophy

HFD can induce the expression of genes involved in adipogenesis and fat deposition. To find the genes and pathways related to chicken abdominal fat deposition, we fed the 8-week-old chickens with HFD and ND for 2 weeks, and the livers and abdominal fats were collected for further analysis. For the phenotypic changes of the chickens, the body weight of chickens fed with HFD have no significant change than the chickens fed with ND (Figure 1a). However, the abdominal fat weight and abdominal fat rate were significantly increased in HFD chickens than in ND chickens (Figure 1b,c). The adipocytes of the HFD chicken abdominal fat looks bigger than the ND group (Figure 1d). After calculated the area and diameter of the two groups’ adipocytes, we found that the HFD chickens have larger adipocytes area and longer adipocytes diameter than in ND chickens (Figure 1e). Therefore, these results demonstrated that a high-fat diet can promote chicken abdominal fat deposition and induces adipocyte hypertrophy.

### 2.2. Differentially Expressed Genes between HFD and ND Chickens

As the liver and abdominal fat were the main tissues for fat synthesis and adipogenesis, we used these two tissues collected from HFD and ND chickens for RNA sequencing in order to find some genes and pathways involved in chicken abdominal fat deposition. 

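RNA from the abdominal fat and the liver of 3 HFD and 3 ND chickens was sequenced, which gave 12 samples numbered 1 to 3 within each diet and tissue. The chickens were 8 weeks old at the start and received the diets, with 25% or 5% fat, for 2 weeks. The authors chose the 3 HFD chickens with the higher abdominal fat rate among 6 and the 3 ND chickens with the lower rate among 6, so the sequenced groups differ in abdominal fat rate by selection as well as in diet. The authors deposited an FPKM value (fragments per kilobase of transcript, scaled to the number of mapped fragments) per gene and bird, written to 2 decimals, for genes listed by NCBI gene identifier. The paper's text does not name the aligner, the quantification tool or the genome build. The files hold no counts, so the depth was estimated from the FPKM values and from the reads per diet that Supplementary Files 1 and 2 give for their genes. It lay between 16900000 and 18540000 mapped fragments per sample, with a median of 18250000 in HFD abdominal fat, 18210000 in ND abdominal fat, 17590000 in HFD liver and 17610000 in ND liver. With these depths, the reads computed for the genes of the supplementary files were within a median of 0.271% to 1.301% of the reads listed there. At least 1 FPKM was found for 12221 to 12492 genes per abdominal fat sample and for 10799 to 11270 genes per liver sample. The Pearson correlation of log2(FPKM + 1) between replicates, computed across genes, which are not independent replicates, was 0.984 to 0.986 in HFD abdominal fat, 0.971 to 0.978 in ND abdominal fat, 0.985 to 0.987 in HFD liver and 0.978 to 0.985 in ND liver. The diets were compared within each tissue with limma on log2(FPKM + 1), for genes with a mean of at least 0.1 FPKM over the 6 samples of the tissue. Log2 fold changes are HFD over ND on that scale, which understates the change of genes with low FPKM. With 3 birds against 3, the smallest p of a two-sided exact permutation test is p = 0.1.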

In abdominal fat, a total of 532 genes were up-regulated and 362 genes were down-regulated in HFD chickens (Figure 2a and Supplementary File 1). 

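In abdominal fat, 15412 genes were tested. At the threshold that the genes of Supplementary File 1 meet (an absolute log2 fold change of at least 1 and an adjusted p of at most 0.001), 0 genes were higher and 0 genes were lower in HFD chickens. Before adjustment, 449 genes were higher and 524 were lower in HFD at a p under 0.05 (543 and 377 with quantile normalization). Of the lower genes, 1 had an adjusted p of at most 0.05 (adjusted p = 0.015, limma with Benjamini-Hochberg adjustment). The threshold in the text of the methods (an absolute log2 fold change of at least 0.5 and an unadjusted p of at most 0.001) gave 8 higher and 6 lower genes. With the replicate number as a block, these counts were 3 and 3, the counts at the threshold of Supplementary File 1 were again 0 and 0, and 0 genes had an adjusted p of at most 0.05. HFD and ND samples with the same number did not deviate together, with a mean correlation across genes of -0.026. The alternative that moved the counts most, a 2-fold difference of the mean FPKM without a test, was chosen after seeing the data and gave 177 higher and 312 lower genes.
Supplementary File 1 lists 894 genes with reads summed over the birds of a diet, whereas limma used the spread between the birds. By the reads it gives and by the mean FPKM in the files, 532 of them were higher in ND and 362 were higher in HFD. Among the 532 genes, 140 (26.3%) were higher in every ND bird than in every HFD bird, and among the 362 genes, 114 (31.5%) were higher in every HFD bird. For 200 of the 532 genes, ND replicate 2 alone held at least 80% of the FPKM summed over the ND birds, against 32 genes for ND replicate 1 and 17 genes for ND replicate 3.
ALB (gene 396197) had 21.0 ± 19.1 FPKM (SD, n = 3) in HFD and 993 ± 1640 FPKM (SD, n = 3) in ND, where replicate 2 had 2887 FPKM, and its log2 fold change was -3.79 (standard error 1.97, adjusted p = 0.765 from limma). IGLL1 had 9.68 ± 2.30 FPKM in HFD and 1148 ± 1941 FPKM in ND, where replicate 1 had 3389 FPKM (log2 fold change -3.52, standard error 1.95, adjusted p = 0.777). Every HFD bird had less APOA1 (gene 396536, 706 ± 212 FPKM) than every ND bird (1999 ± 412 FPKM), and the log2 fold change was -1.52 (standard error 0.26, adjusted p = 0.760). TF (gene 396241) was likewise lower in every HFD bird, with 110.1 ± 49.1 FPKM against 373 ± 103 FPKM (log2 fold change -1.80, standard error 0.33, adjusted p = 0.760). DGAT2 (gene 421309) was higher in every HFD bird, with 544 ± 91.0 FPKM against 205 ± 192 FPKM (log2 fold change 1.82, standard error 0.63, adjusted p = 0.765).

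**Figure D1:**
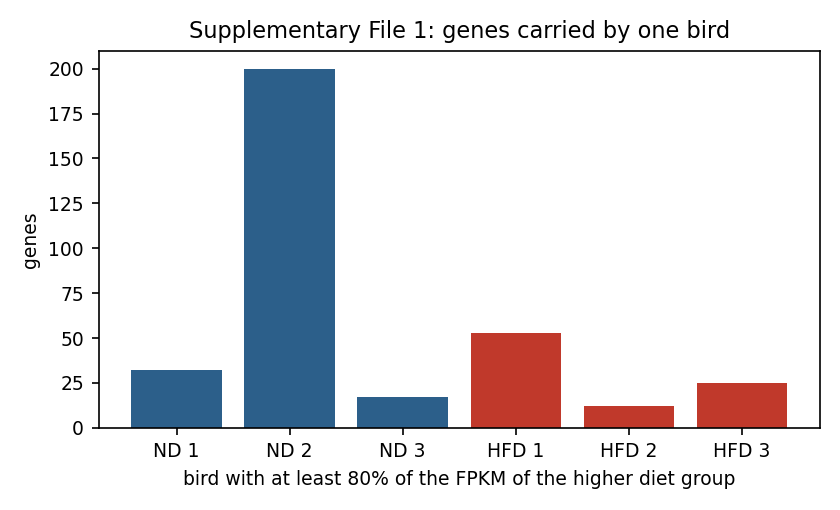
Number of genes of Supplementary File 1 (vertical axis) for which one bird (horizontal axis) holds at least 80% of the FPKM summed over the 3 birds of the diet in which the gene is higher. ND replicate 2 stands at 200 genes and the other 5 birds between 12 and 53 genes.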

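In liver, 14510 genes were tested, and 0 were higher and 0 lower in HFD at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.001 (limma with Benjamini-Hochberg adjustment). Without adjustment, 1441 genes were higher and 571 were lower in HFD at a p under 0.05. Quantile normalization, added after seeing the data, gave 1041 and 975. The smallest adjusted p among the genes of Supplementary File 2 was 0.0726. The methods' threshold gave 58 higher and 27 lower genes, and 45 and 33 with the replicate number as a block, where the counts at the stricter threshold stayed at 0 and 0. The mean correlation across genes of the deviations of same-numbered HFD and ND livers was 0.016. When all 12 samples of both tissues shared one fit, 82 genes were higher and 31 lower in HFD at an adjusted p of at most 0.05 with no fold-change limit, where the separate fit of the liver samples gave 0. Sample weights with a mean of at least 1 FPKM, chosen after seeing the data, gave 93 higher and 36 lower genes in a fit of the liver samples alone. The weights without that filter gave 6 and 6, and the filter without the weights gave 2 and 4.
Supplementary File 2 lists 797 genes, of which 473 were higher in HFD and 324 higher in ND by its reads and by the mean FPKM. All 3 birds of one diet were above all 3 of the other for 274 (57.9%) of the 473 genes and for 148 (45.7%) of the 324 genes. AvBD9 (gene 414343) had 5012 ± 1143 FPKM (SD, n = 3) in HFD and 10079 ± 3318 FPKM (SD, n = 3) in ND (log2 fold change -0.97, standard error 0.33, adjusted p = 0.306). FASN (gene 396061) was at 185 ± 83.8 FPKM in HFD and 63.2 ± 26.2 FPKM in ND (log2 fold change 1.54, standard error 0.41, adjusted p = 0.255). PHGDH (gene 424381) was at 566 ± 49.5 FPKM in HFD and 1190 ± 189.5 FPKM in ND (log2 fold change -1.06, standard error 0.17, adjusted p = 0.139). Each of these genes had all HFD birds on one side of all ND birds.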

In liver, a total of 324 genes were up-regulated and 473 genes were down-regulated in HFD chickens (Figure 2b and Supplementary File 2). Next, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was carried out to find the enriched pathways of the differentially expressed genes (DEGs). 

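Gene lists after the KEGG pathways named for abdominal fat, with the complement and coagulation list added from Figure 2c, were tested with camera (limma). It asks whether the genes of a list were shifted together, up or down, relative to the other genes. Changes of members in opposite directions cancel in this test. The lists were written by hand, since the pathway members are in neither the paper nor its supplementary files. In the files, 90.9% of the members of the PPAR signaling list, 81.8% of the fat digestion and absorption list, 82.7% of the steroid hormone biosynthesis list and 88.2% of the complement and coagulation list were found. The 65 PPAR signaling genes tested were lower in HFD relative to all genes by a mean of -0.22 on the log2 scale (adjusted p = 0.176), the 25 fat digestion and absorption genes by -0.22 (adjusted p = 0.0329), the 33 steroid hormone biosynthesis genes by -0.15 (adjusted p = 0.502) and the 66 complement and coagulation genes by -0.55 (adjusted p = 0.00046). The adjustment covers these lists and those tested in liver, 7 in all. With the replicate number as a block the adjusted p-values were 0.238, 0.0389, 0.421 and 5.59e-05 in the same order, and with an inter-gene correlation estimated from the data the complement and coagulation list had an adjusted p of 0.475. Without ND replicate 2, in which liver genes such as ALB were high, the mean shift was -0.04 for PPAR signaling, -0.02 for fat digestion and absorption, 0.04 for steroid hormone biosynthesis and -0.10 for complement and coagulation, with adjusted p-values of 0.543, 0.730, 0.543 and 0.242. Among the genes of Supplementary File 1 there were 14 PPAR signaling, 7 fat digestion and absorption, 7 steroid hormone biosynthesis and 27 complement and coagulation genes, of which 14, 6, 7 and 27 were lower in HFD. Fisher's exact test (one-sided) of these numbers against the 15412 tested genes, chosen after seeing the data, gave adjusted p-values of 2.64e-05, 0.00062, 0.0029 and 9.26e-17. That test takes the supplementary list as given and does not include the spread between birds. Of the genes of these lists, 0 had an adjusted p of at most 0.05 in the test of single genes.

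**Figure D2:**
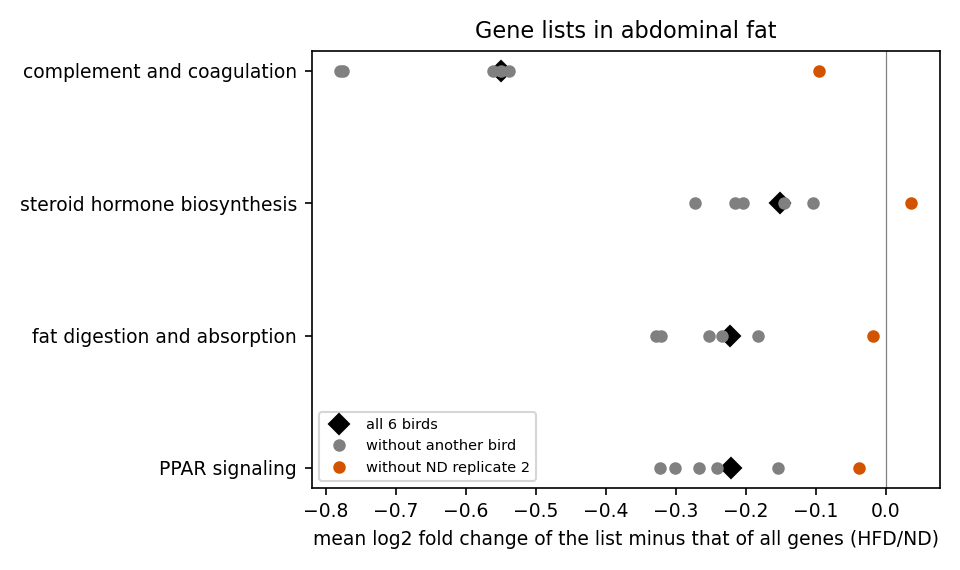
Mean log2 fold change (HFD/ND, horizontal axis) of the genes of each list minus that of all tested genes in abdominal fat, with all 6 birds (diamonds) and with each bird left out (circles, orange for ND replicate 2). For complement and coagulation the value is -0.55 with all birds, -0.10 without ND replicate 2 and between -0.78 and -0.54 without any other bird.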

In abdominal fat, the enriched pathways included many fat deposition related pathways, such as PPAR signaling pathway, fat digestion and absorption, and steroid hormone biosynthesis (Figure 2c). However, the pathways in livers were mainly enriched in ECM-receptor interaction and Type I diabetes mellitus (Figure 2d). Furthermore, GO Enrichment Analysis was performed to analyze the functions of these DEGs. 

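In liver, the 66 tested genes of an ECM-receptor interaction list (90.4% of its members found) were lower in HFD relative to all genes by a mean of -0.14 on the log2 scale (adjusted p = 0.0329 over the 7 lists, camera from limma). The 25 tested genes of a type I diabetes mellitus list (80% of its members found) were lower by -0.17 (adjusted p = 0.0183). A block for the replicate number gave adjusted p-values of 0.0137 and 0.0148, and with an inter-gene correlation estimated from the data both were 0.475. Leaving out each bird in turn gave adjusted p-values from 0.00395 to 0.281 for ECM-receptor interaction and from 0.00161 to 0.126 for type I diabetes mellitus. Of the 66 and 25 genes, 30 and 10 had a higher mean in HFD, and 0 had an adjusted p of at most 0.05 in the test of single genes, with smallest adjusted p-values of 0.206 and 0.306. Supplementary File 2 holds 4 genes of the ECM-receptor interaction list and 2 of the type I diabetes mellitus list, which Fisher's exact test (one-sided) against the tested genes gave adjusted p-values of 0.443 and 0.432.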

In abdominal fat, the DEGs’ functions were related to lipid localization and many metabolic processes, such as positive regulation of lipid metabolic process, alpha-amino acid metabolic process, and organic hydroxyl compound metabolic process (Figure 2e). 

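Supplementary File 1 gives Gene Ontology process terms for 267 of its 894 genes. A process term with the word lipid was listed for 8 genes, of which 7 had the higher mean FPKM in ND and 1 in HFD. In 4 of the 8 genes all birds of one diet were above all birds of the other, 3 had an unadjusted p under 0.05, and the smallest adjusted p was 0.765 (limma with Benjamini-Hochberg adjustment). For 2 of the 8 genes, ND replicate 2 alone held at least 80% of the FPKM of the ND birds. Terms with the words amino acid were listed for 8 genes, 6 of them higher in ND and 2 higher in HFD, and the diets were fully separated in 4 of these. No enrichment was computed, since terms are listed in the file for differentially expressed genes only and give no background.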

In liver, the functions of the DEGs were related to the PPAR signaling pathway and the energy reserve metabolic process (Figure 2f), which are implicated in fat deposition.

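In liver, the 65 tested genes of the PPAR signaling list had a mean log2 fold change of 0.03, against 0.07 for all tested genes (adjusted p = 0.175 over the 7 lists, camera from limma). Of these genes 33 had a positive log2 fold change. At an unadjusted p under 0.05, 9 were higher and 10 were lower in HFD, and the smallest adjusted p was 0.16. Since camera tests a shift in one direction, it cannot show whether these genes changed more often than others in both directions. The adjusted p of the list was 0.197 with the replicate number as a block. Supplementary File 2 holds 9 genes of the list, 5 higher and 4 lower in HFD, which gave an adjusted p of 0.00808 in Fisher's exact test (one-sided) against the 14510 tested genes. A process term with the word lipid was listed in Supplementary File 2 for 11 genes, 7 higher in HFD and 4 higher in ND by the mean FPKM. All birds of one diet were above all of the other in 8 of the 11 genes, and the smallest adjusted p among them was 0.0729 (limma). Terms with the word glycogen, an energy reserve, were listed for 1 gene, which was higher in HFD.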

### 2.3. The Expression of IGF2BP1 can be Significantly Induced in High-Fat Condition

Next, we want to find genes which are not only differentially expressed in abdominal fats, but also differentially expressed in livers between HFD and ND chickens. 

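No gene was called in both tissues at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.001 (0 genes, limma with Benjamini-Hochberg adjustment), and 154 genes had an unadjusted p under 0.05 in both. The replicate number as a block gave 0 and 133 genes. The genes that Supplementary Files 1 and 2 have in common are the 146 genes of Supplementary File 3. Of these, 115 changed in the same direction in both tissues, 64 of them higher and 51 lower in HFD, and 31 changed in opposite directions. The diets were fully separated in abdominal fat for 45 of the genes, in liver for 64 and in both tissues for 27. Unadjusted p-values were under 0.05 in both tissues for 34 of the 130 genes that passed the filter on low values in both. The smallest adjusted p among the 146 genes was 0.760 in abdominal fat and 0.0845 in liver. Abdominal fat and liver samples with the same number deviated from their diet means together over these genes, with a mean correlation across genes of 0.42 and a range from 0.097 to 0.609 over the birds.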

We found a total of 146 genes were suitable for this condition (Figure 3a and Supplementary File 3). Among these 146 genes, *IGF2BP1*, which is an *IGF2* mRNA binding protein and play important role in many cellular processes, was differentially expressed between HFD chickens and ND chickens (Figure 3b). 

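IGF2BP1 (gene 395953) was at 0.03, 1.08 and 0.11 FPKM in abdominal fat of HFD replicates 1, 2 and 3, a mean of 0.41 ± 0.58 FPKM (SD, n = 3), and at 0.03, 0.03 and 0 FPKM in the ND replicates, a mean of 0.020 ± 0.017 FPKM (SD, n = 3). In liver it was at 0.17, 1.15 and 0.46 FPKM in HFD (0.59 ± 0.50 FPKM, SD, n = 3) and at 0.23, 0.62 and 0 FPKM in ND (0.28 ± 0.31 FPKM, SD, n = 3). From the estimated depth, these values rest on 1, 39 and 4 reads in HFD and 1, 1 and 0 reads in ND abdominal fat, and on 6, 40 and 16 reads in HFD and 8, 22 and 0 reads in ND liver. The log2 fold change was 0.39 in abdominal fat (standard error 0.27, adjusted p = 0.789) and 0.29 in liver (standard error 0.26, adjusted p = 0.602, limma with Benjamini-Hochberg adjustment). The diets were not fully separated in either tissue. The exact permutation test (two-sided, 3 birds against 3) gave p = 0.3 in abdominal fat and p = 0.5 in liver, and cannot go below 0.1. With the replicate number as a block, the adjusted p was 0.784 in abdominal fat and 0.497 in liver. A pseudocount of 0.1 in place of 1 moved the log2 fold changes most, to 1.42 and 1.00. Without HFD replicate 2, the mean FPKM in HFD was 3.5 times that in ND in abdominal fat and 1.11 times in liver, against 20.3 and 2.09 times with all birds. The paper's own log2 ratios, from reads summed over the birds of a diet, are 4.45 in abdominal fat and 1.05 in liver as HFD over ND. From these data the paper states, in the legend of Figure 3b, that HFD induced IGF2BP1 in both tissues. It also measured the gene by qPCR in both tissues (Figure 3c,d) and reports that the qPCR matched the RNA-seq. Together with its cell culture experiments, the paper proposes that a high-fat condition can induce the gene.

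**Figure D3:**
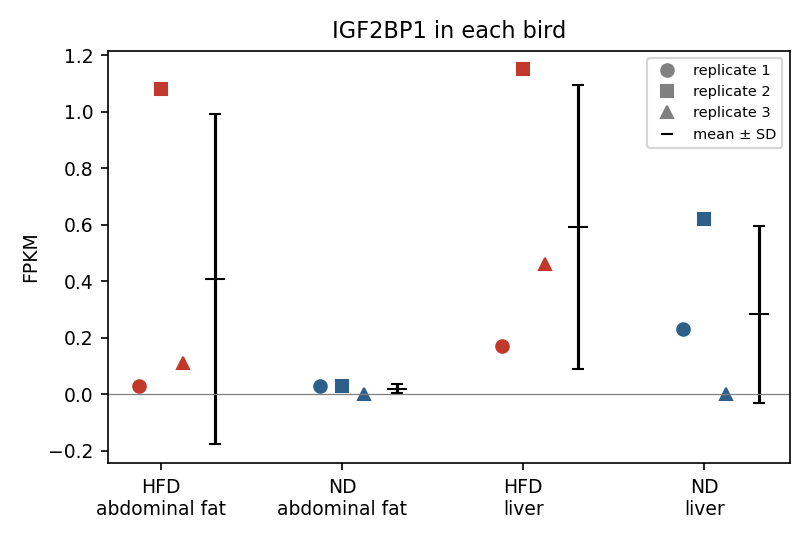
FPKM of IGF2BP1 (vertical axis) in each bird by diet and tissue (horizontal axis), with the replicate number as the symbol and the mean ± SD of 3 birds in black. HFD replicate 2 is at 1.08 FPKM in abdominal fat and 1.15 FPKM in liver, and the other HFD birds lie between 0.03 and 0.46 FPKM.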

To exam the quality and accuracy of RNA-seq, we used qPCR to validate the expression of six random DEGs that were among the 146 genes. 

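Besides IGF2BP1, the genes PCK1, OPN2SW, ERNI, ELF3 and CYP4B1 are those of Figure 3c,d, and their RNA-seq values in the same 12 samples were as follows. PCK1 (gene 396458) was at 22.9 ± 13.7 FPKM (SD, n = 3) in HFD liver and 184 ± 126 FPKM in ND liver, and all HFD birds were below all ND birds (log2 fold change -2.78, adjusted p = 0.255, limma with Benjamini-Hochberg adjustment). In abdominal fat PCK1 was at 0.33 ± 0.23 and 0.94 ± 0.83 FPKM, with overlapping birds (log2 fold change -0.46, adjusted p = 0.789). OPN2SW (gene 396525) was higher in every HFD bird in both tissues, with 0.62 ± 0.20 against 0.26 ± 0.12 FPKM in abdominal fat (log2 fold change 0.36, adjusted p = 0.765) and 0.64 ± 0.07 against 0.27 ± 0.11 FPKM in liver (log2 fold change 0.37, adjusted p = 0.261). ERNI (gene 769673) was at 4.43 ± 5.00 and 1.54 ± 1.24 FPKM in abdominal fat (log2 fold change 0.81, adjusted p = 0.789) and at 1.89 ± 2.17 and 0.51 ± 0.16 FPKM in liver (log2 fold change 0.69, adjusted p = 0.493), and HFD replicate 1 was the highest in both tissues with 10.2 and 4.39 FPKM. ELF3 (gene 421177) was at 7.57 ± 2.55 FPKM in HFD liver and 2.23 ± 0.46 FPKM in ND liver, higher in every HFD bird (log2 fold change 1.37, adjusted p = 0.160), and at 1.36 ± 1.09 and 0.53 ± 0.38 FPKM in abdominal fat, with overlapping birds (log2 fold change 0.52, adjusted p = 0.789). CYP4B1 (gene 424618) was lower in every HFD bird in both tissues, at 152 ± 79.8 against 486 ± 65.4 FPKM in liver (log2 fold change -1.79, adjusted p = 0.160) and at 0.28 ± 0.25 against 1.11 ± 0.80 FPKM in abdominal fat (log2 fold change -0.68, adjusted p = 0.765). In abdominal fat, ND replicate 2, in which liver genes were high, had 2.04 FPKM of CYP4B1. ND replicates 1 and 3 had 0.62 and 0.68 FPKM, close to the 0.56 FPKM of HFD replicate 1. Without ND replicate 2 the log2 fold change in abdominal fat was -0.39. Where every bird of one diet was above every bird of the other, the exact permutation test gave p = 0.1, the smallest p that 3 birds against 3 allow. With the replicate number as a block, the adjusted p was 0.784 for each of these genes in abdominal fat. In liver it was 0.0907 for PCK1, 0.391 for OPN2SW, 0.491 for ERNI, 0.202 for ELF3 and 0.172 for CYP4B1. In abdominal fat the block moved the unadjusted p (limma) of ERNI from 0.271 to 0.0343. That of OPN2SW rose from 0.0326 to 0.0832 and that of CYP4B1 from 0.0458 to 0.0742. The difference between the tissues in the diet effect had adjusted p-values of 0.373 for PCK1 and 0.382 for CYP4B1, the smallest of these genes. That fit had no block for the replicate number, though same-numbered abdominal fat and liver samples deviated together.

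**Figure D4:**
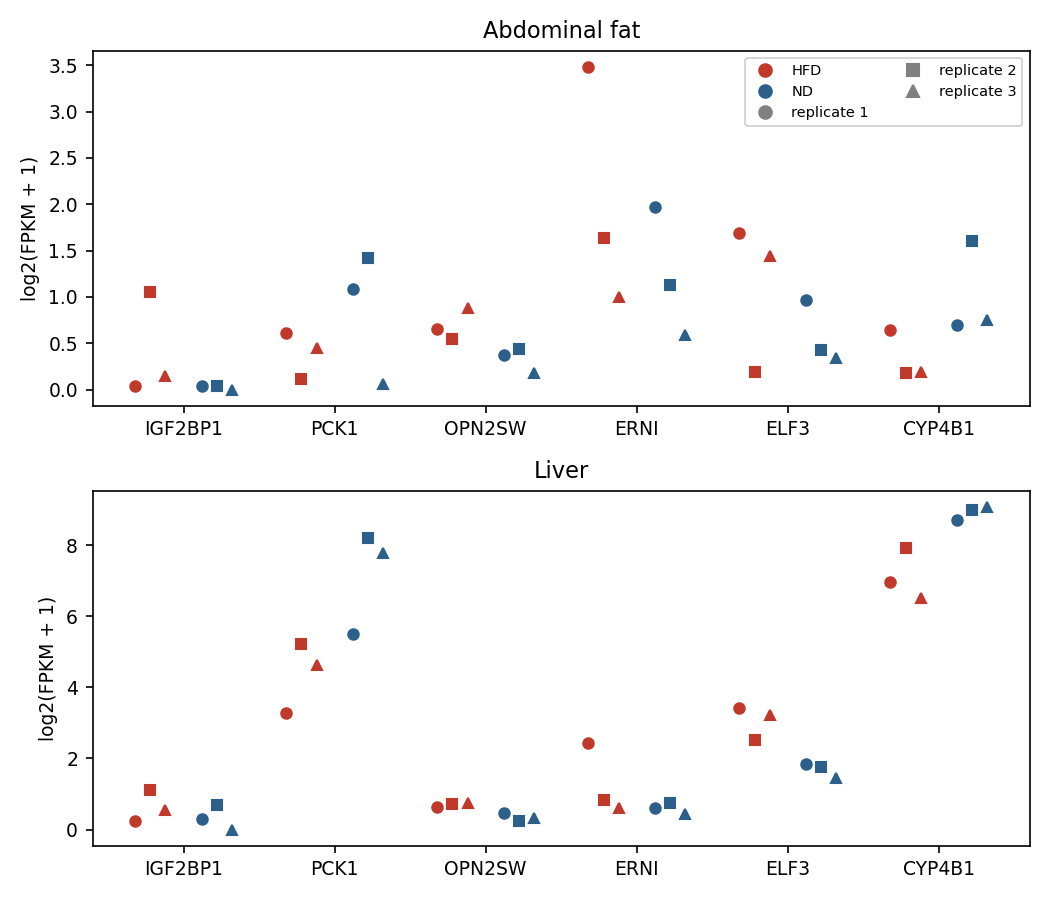
Log2(FPKM + 1) (vertical axis) of the genes of Figure 3c,d in each bird, in abdominal fat (top) and liver (bottom), with HFD in red, ND in blue and the replicate number as the symbol. OPN2SW and CYP4B1 separate the diets in both panels, and PCK1 and ELF3 in liver.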

Results confirmed the qPCR results were consistent with the RNA-seq results (Figure 3c,d). Finally, to verify whether high-fat condition can also induce *IGF2BP1* expression at the cellular level, we used high-fat medium and normal medium (control group) to culture chicken LMH cell and ICP cell. After 48 h of culture, *IGF2BP1* expression can be significantly induced by high-fat medium in both cell lines (Figure 3e,f). Therefore, these results suggest that the expression of *IGF2BP1* can be induced in a high-fat condition. 

### 2.4. IGF2BP1 Promotes the Expression of Genes Involved in Fatty Acid Metabolism in LMH Cell

To study the function of *IGF2BP1* in chicken liver, we synthesized *IGF2BP1* specific siRNA and constructed *IGF2BP1* overexpression vector. Among three synthesized *IGF2BP1* specific siRNAs, only one of them can significantly inhibit *IGF2BP1* expression in LMH cell (Figure 4a,b), so we then used this siRNA to do the following study. For *IGF2BP1* overexpression, transfection of pcDNA3.1-IGF2BP1 plasmid can significantly induce *IGF2BP1* expression (Figure 4c,d). Because the liver is important for fatty acid metabolism, we then test the function of *IGF2BP1* on the expression of genes implicated in this process. Results showed that *IGF2BP1* inhibition in LMH can repress the expression of many genes related to fatty acid metabolism (Figure 4e), and the overexpression of *IGF2BP1* induced these genes expression (Figure 4f). Therefore, these results indicated that *IGF2BP1* promotes the expression of genes involved in fatty acid metabolism in LMH cell.

### 2.5. IGF2BP1 Promotes Chicken Adipocyte Proliferation

Because IGF2BP1 is an *IGF2* mRNA binding protein, and the IGF2 is an important growth factor, we then test the function of *IGF2BP1* in chicken adipocyte growth. The *IGF2BP1* specific siRNA can also inhibit *IGF2BP1* expression in an ICP cell (Figure 5a), and the *IGF2BP1* overexpression vector can promote *IGF2BP1* expression in an ICP cell (Figure 5b). *IGF2BP1* inhibition reduced the expression of genes involved in cell cycle pathway (Figure 5c), and the overexpression of *IGF2BP1* promoted the expression of these genes (Figure 5d). Additionally, *IGF2BP1* inhibition increased the cell populations arrest in the G1 phase but decreased the cell populations in the S phase (Figure 5e). *IGF2BP1* overexpression decreased the cell populations arrest in the G1 phase but increased the cell populations in the S phase (Figure 5f).These results suggesting that the *IGF2BP1* may promote cell proliferation by inducing cell cycle-related genes. Finally, CCK-8 assays also showed that *IGF2BP1* is able to increases cell number in an ICP cell (Figure 5g,h). Therefore, these results indicate that *IGF2BP1* promotes chicken adipocyte proliferation. 

### 2.6. IGF2BP1 Promotes Chicken Adipocyte Differentiation and Increases Lipid Droplet Accumulation

Next, we test the function of *IGF2BP1* in adipogenesis. During ICP cell differentiation, *IGF2BP1* expression was immediately up-regulated after ICP cells were induced to differentiation at 24 h, but its expression was reverted to a low level at 120 h after differentiation (Figure 6a). Overexpression of *IGF2BP1* promoted adipocyte differentiation marker genes expression, and the genes related to fatty acid metabolism such as *PCK1*, *PPARα*, and *FTO* were also increased (Figure 6b). On the other hand, *IGF2BP1* inhibition repressed adipocyte differentiation marker genes expression, and the expression of genes which related to fatty acid metabolism were also decreased (Figure 6c). To investigated whether *IGF2BP1* can further affect lipid droplet accumulation during ICP differentiation, we transfected *IGF2BP1* overexpression vector or siRNA to the ICP and then induced the cells to differentiation for 48 h. As judged by oil red O staining and extraction assays, *IGF2BP1* overexpression significantly increased lipid droplet accumulation (Figure 6d,e), whereas *IGF2BP1* inhibition decreased lipid droplet content relative to control (Figure 6f,g). Taken together, these data indicate that *IGF2BP1* promotes chicken adipocyte differentiation and increases lipid droplet accumulation. 

## 3. Discussion

In this study, we used HFD to feed the Chinese native broilers and found that HFD can increase abdominal fat rate without affecting the body weight. Integrative analysis of the gene expression profiles of livers and abdominal fats between the HFD and ND chickens revealed that many DEGs are associated with lipid metabolic process and fat deposition pathways. Notably, the integrative analysis result indicated that *IGF2BP1* may be an important gene involved in chicken abdominal fat deposition. The expression of mane genes related to fatty acid metabolism were regulated by *IGF2BP1* in chicken liver cells, and the proliferation and differentiation of chicken adipocyte were also regulated by *IGF2BP1*. These results suggest that *IGF2PB1* is an important regulator for chicken abdominal fat deposition.

A HFD has a high content of energy and fat. A long-term high-fat diet would lead to excessive fat synthesis that cannot be absorbed and used by the tissues and organs. Therefore, it is well-known that high-fat diet can induce obesity, increase lipid accumulation in adipose tissues, and promote the infiltration of fat in other tissues and organs [15]. Excessive lipid accumulation in tissues may have a negative effect on human health, and the obesity would increase the likelihood of various diseases and conditions, such as type 2 diabetes, cardiovascular diseases, and depression [16,17]. In the broiler industry, the problem of excessive fat deposition in broilers is becoming more and more prominent with the constant improvement of the growth speed of broilers. The excessive fat deposition not only reduced the immunity of broilers to diseases, but also reduced the economic value of the broilers and produced waste that is hard to handle. Therefore, reducing broilers fat deposition, especially abdominal fat deposition, has become one of the main tasks for researchers in broiler industry. However, the mechanisms underlying the abdominal fat deposition of broilers still remain unclear. Even though it has been found that many factors were associated with chicken abdominal fat deposition [18], the detailed functions and mechanisms of these factors in abdominal fat deposition remain poorly understood. In this study, we aim to find some important genes involved in broiler abdominal fat deposition by analysis of DEGs between HFD and ND chickens, because the HFD would induce the expression of genes implicated in adipogenesis and fat deposition [19]. The liver and abdominal fat used as RNA-seq samples in this study were the most important organ and tissue for fat metabolism. The liver is the major site for converting excess carbohydrates and proteins into triglyceride and fatty acids, which are then exported and stored in adipose tissue. The abdominal fat is not only a storage site of fat but also a tissue associated with a clustering of metabolic risk factors as well as insulin resistance [20]. By analyzing the DEGs in liver and abdominal fat between the HFD and ND chickens, we found that a total of 146 genes were differentially expressed both in liver and in abdominal fat. Among these DEGs, *IGF2BP1* has attracted our attention because of it is a mRNA binding protein of *IGF2*, which has profound effects in organism development and metabolism [21]. Additionally, *IGF2BP1* is a gene that has never been study in chicken fat metabolism, and it is involved in the GH/IGF growth axis, which is critical for chicken growth. In many cases, the excessive abdominal fat deposition of the native chicken breeds accompanies the increase in growth rate. It would be interesting to study the correlation of growth acceleration and abdominal fat deposition in subsequent studies.

IGF2 is not only a crucial fetal growth factor but also is suggested to have metabolic effects postnatally [22]. *IGF2* overexpression in adult mice liver would decrease fat body mass [23], and low levels of circulating IGF2 concentrations were associated with weight gain and obesity in humans [24]. A paternally expressed quantitative trait locus (QTL) has a major effect on fat deposition maps to the *IGF2* locus in pigs [25]. IGF2BP1 can bind to the 5’UTR of *IGF2* mRNA and regulate *IGF2* translation. However, as an important *IGF2* mRNA binding protein, *IGF2BP1* has never been reported to be implicated with fat metabolism of fat deposition. In this study, we not only found that the expression of *IGF2BP1* was significantly induced in liver and abdominal fat of high-fat diet broilers, but also validated that *IGF2BP1* can regulate adipocyte proliferation and abdominal fat deposition. The function of *IGF2BP1* in fat metabolism of broilers may depend on its binding and regulation on *IGF2*. It has been found that high-fat diet can induce *IGF2* mRNA expression in sprague dawley rat offspring [26], but in our results the *IGF2* mRNA was never been induce by high-fat diet. 

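In the RNA-seq samples of HFD and ND chickens, IGF2 (gene 395097) was at 28.2 ± 7.84 FPKM (SD, n = 3) in HFD abdominal fat and 37.8 ± 6.72 FPKM (SD, n = 3) in ND abdominal fat, a log2 fold change of -0.43 (standard error 0.22, adjusted p = 0.765, limma with Benjamini-Hochberg adjustment). In liver IGF2 was at 25.9 ± 1.34 FPKM in HFD and 21.6 ± 4.18 FPKM in ND, a log2 fold change of 0.27 (standard error 0.15, adjusted p = 0.457). The exact permutation test (two-sided) gave p = 0.2 in abdominal fat and p = 0.3 in liver, with 3 birds per diet. Leaving out each bird in turn kept the log2 fold change between -0.63 and -0.23 in abdominal fat and between 0.14 and 0.40 in liver. The adjusted p was 0.784 and 0.551 when the replicate number was a block. The diet effect on IGF2 in abdominal fat minus that in liver was -0.70 on the log2 scale (adjusted p = 0.373, without a block). In these RNA-seq samples IGF2 was not called as changed by the diet in either tissue.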

The high-fat diet may induce IGF2 protein expression by promoting *IGF2BP1* expression.

In many cases, a high-fat diet can promote abdominal fat deposition and increase body weight. However, in our study, we found that high-fat diet induced broilers abdominal fat deposition without significantly affect their body weight. One potential reason underlying this phenomenon is that the broilers used in this study were sex-linked dwarf chickens with a missense mutation in *GHR* exon 5. GHR is a receptor of growth hormones, which play an important role in the regulation of animal growth [27]. In chickens, several kinds of GHR mutations would result in dwarfism and reduced growth. These GHR mutations were called *dw* genes. These *dw* genes can reduce or abolish the binding affinity of GH to the receptor, interrupt the signal transduction of GH-GHR-IGFs, and influence the normal development of chickens [28,29,30]. The interruption of GH-GHR-IGFs signaling in *dw* chickens might reduce the effect of high-fat diet on body weight. However, the function of *dw* gene in fat deposition still work in process. Because a high-fat diet significantly increased the abdominal fat deposition of these *dw* chickens. 

It has been showed that *GHR* knockout would result in dwarfism, reduced body weight and obesity [31], and many SNPs in *GHR* gene were associated with fat deposition in human and chickens [32,33]. In China, a great number of chicken breeds contained a sex-linked mutation in the *GHR* gene, which is called *dw* gene as mention above. Chickens with *dw* gene have many advantages in chicken production, such as less feed consumption, higher feed conversion efficiency, smaller occupancy of chicken house, good egg-laying performance, and satisfactory meat quality [34]. Therefore, the *dw* gene is widely used in China chicken breeding. However, more and more chicken farms reflected that the chickens with *dw* gene have more abdominal fat deposition than the chickens without. This phenomenon is similar to the results of *GHR* gene knockout in mice, which showed signs of obesity [31,35]. The detailed mechanism underlying how *GHR* gene mutation or knockout result in obesity and abdominal fat deposition still remain unclear, especially in chickens. It is well-known that the expression of many genes and non-coding RNAs related to lipid metabolism and fat deposition would be significantly changed during high-fat diet-induced obesity [36,37]. In this study, we used high-fat diet to identify key genes and pathways associated with abdominal fat deposition in *dw* chickens, and we found that *IGF2BP1* is one of the candidate gene affecting *dw* chicken abdominal fat deposition. *IGF2BP1* not only can regulate genes participate in fat metabolism, but also the genes related to adipogenesis, which is a key process in fat mass increase, were be influenced. However, the involvement of *IGF2BP1* seems modest in some of our results, especially for lipid droplet accumulation. One of the potential reasons may be that our experimental methods are not comprehensive enough. Both overexpression plasmid and siRNA method belong to transient transfection. The adipogenesis and lipid droplet accumulation are processes that need a long time induction. The use of lentiviral infection or gene knock-out method may see a more significant effect of *IGF2BP1* on adipogenesis. Additionally, the function of *IGF2BP1* is mainly depends on the regulation of *IGF2* mRNA translation. But it has showed that *IGF2* has more expression on liver, kidney, and heart [38]. The function of *IGF2* on abdominal fat or ICP cell may be limited, as well as the function of *IGF2BP1*. However, all of these statements are limited to speculation. The detailed function of IGF2BP1 in chicken adipogenesis, the mechanism of how *IGF2BP1* increased its expression in a high-fat diet-fed *dw* chickens, the connection between *IGF2BP1* expression and GHR-mutation, and the specific pathways involved in GHR-mutation induced obesity of chicken still remain to be further explored.

## 4. Experimental Section

### 4.1. Animals, Tissue Collection and RNA sequencing

A total of 12 eight-week-old female dwarf type Xinghua (XH) chickens with similar body weight (with *growth hormone receptor* gene exon 5 a T/C mutation, this type of chicken has better meat flavor and is very popular in South China chicken market, but it has excessive abdominal fat deposition) were reared in individual cages and divided into two groups (*n* = 6 in each group). One group of chickens were fed a high-fat diet (HFD) consisting of 40% carbohydrate, 25% fat, and 20% protein for 2 weeks, the other group chickens were fed a normal diet (ND, control group) consisting of 41% carbohydrate, 5% fat, and 22% protein for 2 weeks. Then the chickens were slaughtered, and the weight of eviscerated carcasses and abdominal fat were be recorded to calculate the abdominal fat weight and abdominal fat rate. The tissues of abdominal fat and liver were rapidly collected, immediately frozen in liquid nitrogen and stored at −80 °C until use. Abdominal fats and livers collected from three HFD chickens, which have higher abdominal fat rate than the other three HFD chickens, were selected for RNA sequencing. Similarly, abdominal fats and livers collected from three ND chickens, which have lower abdominal fat rate than the other three ND chickens, were selected for RNA sequencing. The tissue samples were sent to Beijing Genomics Institute for RNA sequencing. Total RNA for RNA-seq was isolated from samples using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA quantity and quality were evaluated on an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany), and RNA integrity was further examined using agarose gel electrophoresis. High-throughput RNA-seq was performed on the BGISEQ-500 platform (BGI, Wuhan, China). |log2FC| ≥ 0.5, *p* ≤ 0.001 was set as the threshold for selection of differentially expressed gene. All the sequence data have been deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) and are accessible through GEO series accession number GSE129840. 

### 4.2. Histology

H-E staining of the chicken abdominal fat was carried out as previously described [39]. Briefly, after fixation with 4% paraformaldehyde, the abdominal fat samples were embedded in paraffin, and 12-μm-thick serial sections were made. The sections were then stained with H-E stain following standard protocols. Microscopic observation and photograph were taken with Leica DM2500 microscope (Leica, Wetzlar, Germany). Adipocytes area and diameter were calculated using Nikon Eclipse Ti microscope and NIS-Elements BR software (Nikon, Tokyo, Japan).

### 4.3. Cell Culture and Transfection

Immortalized chicken preadipocytes (ICP) was a kind gift of the Poultry Breeding Group of the College of Animal Science and Technology, Northeast Agricultural University. Chicken Liver Hepatocellular carcinoma cell line (LMH) and ICP were cultured in high-glucose Dulbecco’s modified Eagle’s medium (Gibco, Carlsbad, CA, USA) with 10% foetal bovine serum and 0.2% penicillin/streptomycin, at 37 °C with 5% CO_2_. To induce ICP differentiation, we added 160 μM sodium oleate (Sigma Life Science, St. Louis, MO, USA) to the medium [2]. Plasmid DNA and siRNA transfection were carried out using the transfection reagent Lipofectamine 3000 (Invitrogen Corporation, Carlsbad, CA, USA) following the manufacturer’s protocol.

### 4.4. RNA Extraction, cDNA Synthesis and Quantitative Real-Time PCR

Total RNA was extracted from tissues or cells using RNAiso reagent (Takara, Otsu, Japan). The reverse transcription reaction for mRNA was performed with PrimeScript RT reagent Kit with gDNA Eraser (Takara) according to manufacturer’s manual. qPCR program was carried out in Bio-rad CFX96 Real-Time Detection System (Bio-rad, Hercules, CA, USA) with iTaq™ Universal SYBR® Green Supermix (Bio-rad). All reactions were run in triplicate. The 2^−ΔΔ*C*t^ method was used to measure gene expression with *β-actin* (For liver tissues and LMH cells) or *GAPDH* (For abdominal fats and ICP cells) as the reference gene.

### 4.5. Plasmid Construction and siRNA

*IGF2BP1* coding sequence were amplified from chicken embryonic cDNA by PCR using gene-specific clone primers (Supplementary File 4). The PCR product was cloned into the pcDNA3.1 vector (Invitrogen). The successful *IGF2BP1* overexpression vector was confirmed by agarose gel electrophoresis and DNA sequencing. siRNA specifically against chicken *IGF2BP1* was obtained from RiboBio, and a nonspecific duplex was used as the control.

### 4.6. Western Blotting

Western blotting was performed according to the standard procedures. The primary antibodies used in this study were showed as following: anti-IGF2BP1 (Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-GAPDH (Bioworld, St Louis Park, MN, USA). 

### 4.7. Cell Cycle Analysis

After 48 h transfection of gene overexpression vectors or siRNA, cells were collected and fixed in 75% ethanol overnight at −20 °C. After ethanol fixation, the cells were stained with propidium iodide using PI/RNase staining buffer (BD Biosciences Pharmingen, San Diego, CA, USA) according to the manufacturer’s manual. BD Accuri C6 flow cytometer (BD Biosciences, San Diego, CA, USA) was subsequently used to analyze the cell cycle, and the data analysis was performed using FlowJo 7.6 software (TreeStar Inc., Ashland, OR, USA).

### 4.8. Oil Red O Staining and Quantification

After transfected with *IGF2BP1* overexpression vector or siRNA, ICP cells were washed with PBS and fixed in 4% formaldehyde for 10 min. Then the cells were stained with Oil-Red-O working solution (Solarbio, Beijing, China) according to the manufacturer’s manual. After washed with ddH2O, the cells were analyzed using a microscope (Leica). The Oil-Red-O dyes were then extracted in isopropanol solution containing 4% Nonidet P-40 and quantified by NanoDrop 2000C spectrophotometers (Thermo Fisher Scientific, San Jose, CA, USA) at 510 nm.

### 4.9. CCK-8 Assay

ICP cells that transfected with *IGF2BP1* overexpression vector or siRNA were cultured in 96-well plates. After 24 h of transfection, 10 μL of cell counting kit-8 reagent (Dojindo, Kumamoto, Japan) was added into each well and incubated for 1 h. The absorbance was measured at 450 nm by a Model 680 Microplate Reader (Bio-Rad). The assay was repeated at different time points of 24, 48, 72, 96 h after transfection. All the data were acquired by averaging the results from three independent experiments.

### 4.10. Statistical Analysis

Data are presented as mean ± S.E.M of at least three replicates. Differences between groups were assessed using one sample *t*-test. *p* < 0.05 was considered statistically significant. All experiments were carried out at least three times.

### 4.11. Bioinformatics Analysis

Gene ontology (GO) analysis of the enriched genes was performed using the web-based Metascape (a gene annotation & analysis resource, http://metascape.org/gp/index.html#/main/step1). The Venn diagram was calculated and draw by a web-based software (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### 4.12. Ethics Standards

Animal experiments were performed in accordance with the regulations and guidelines established by the Animal Care Committee of South China Agricultural University (approval number: SCAU#0017; 21 November 2017). 

## 5. Conclusions

In conclusion, our study revealed that a high-fat diet would increase abdominal fat deposition and induce adipocyte hypertrophy in broiler. By analyzed DEGs between high-fat diet and normal diet broilers in liver and abdominal fat, we found that the DEGs are involved in some pathways related to fat metabolism, such as PPAR signaling, fat digestion and absorption, ECM-receptor interaction, and steroid hormone biosynthesis. Notably, we found that *IGF2BP1* is an important gene that can be induced by a high-fat diet in liver and abdominal fat of broilers. *IGF2BP1* can regulate the expression of genes related to fatty acid metabolism, promote adipocyte proliferation and differentiation, and increase lipid droplet accumulation. This study provides new insights into understanding the genes and pathways involved in abdominal fat deposition of broiler and found that *IGF2BP1* is an important regulator for chicken adipogenesis.

## Figures and Tables

**Figure 1:**
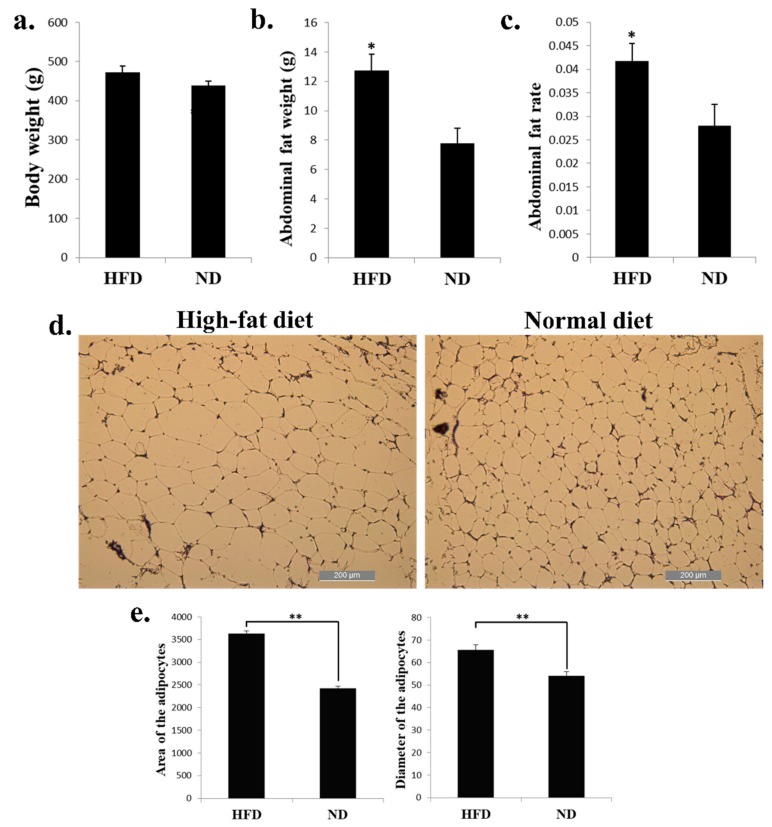
High-fat diet promotes chicken abdominal fat deposition and induces adipocyte hypertrophy. (**a**) Body weight of the broilers fed with high-fat diet (HFD) and normal diet (ND). (**b**) Abdominal fat weight of the broilers fed with HFD and ND. (**c**) Abdominal fat rate of the broilers fed with HFD and ND. (**d**) Micrograph of abdominal fat cross-section from HFD (left) and ND (right) chickens. Bar, 200 µm. (**e**) Area (left) and diameter (right) of the adipocyte from HFD and ND chicken abdominal fat. * *p* < 0.05; ** *p* < 0.01.

**Figure 2:**
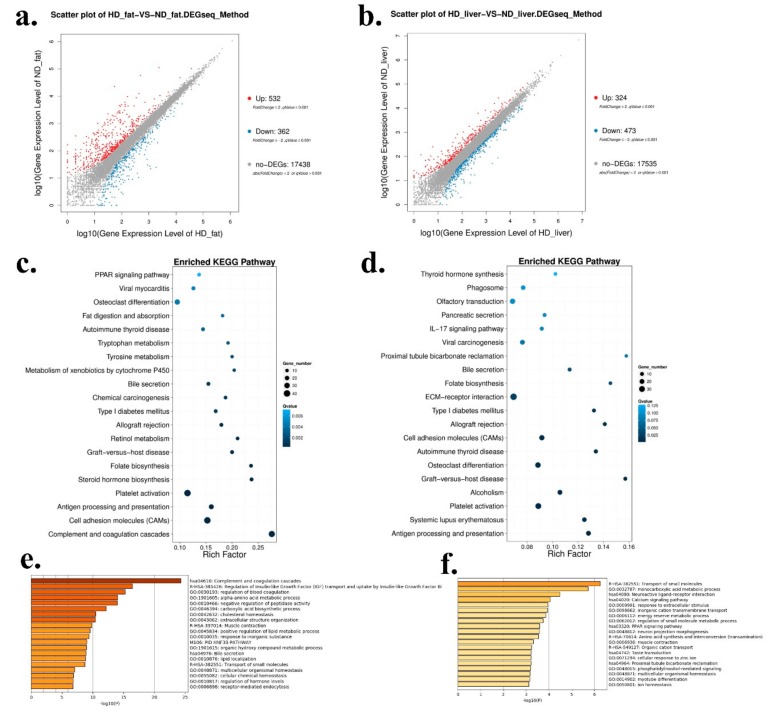
Differentially expressed genes between HFD and ND chickens. (**a**) Scatter plot of differentially expressed genes (DEGs) between HFD and ND chickens in abdominal fat. (**b**) Scatter plot of DEGs between HFD and ND chickens in liver. (**c**) Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of DEGs between HFD and ND chickens in abdominal fat. (**d**) Enriched KEGG pathway of DEGs between HFD and ND chickens in liver. (**e**) Gene Ontology (GO) enrichment of DEGs between HFD and ND chickens in abdominal fat. (**f**) GO enrichment of DEGs between HFD and ND chickens in liver.

**Figure 3:**
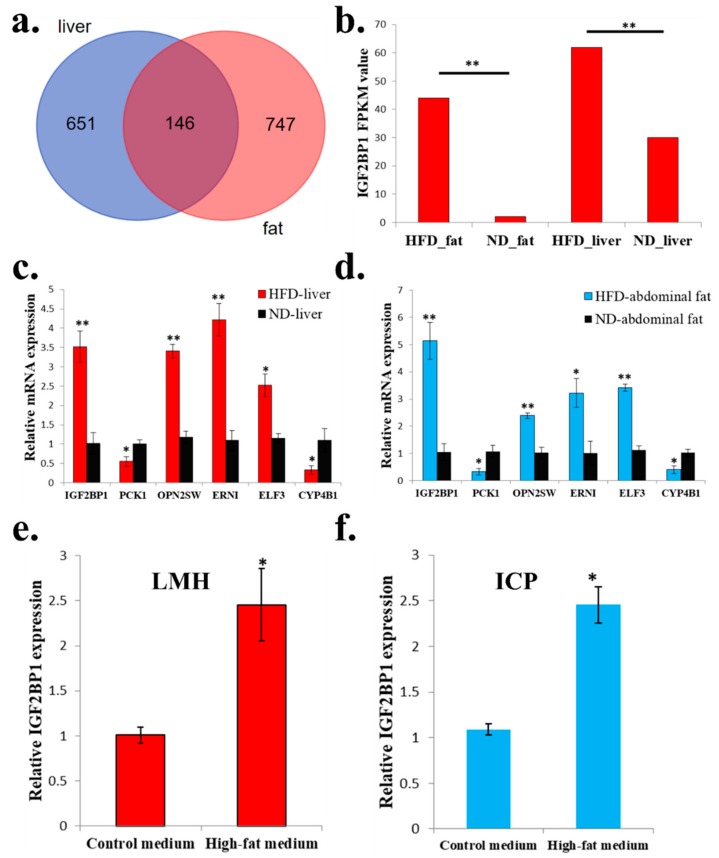
The expression of *IGF2BP1* can be significantly induced in a high-fat condition. (**a**) Specific and common DEGs in liver and abdominal fat. The three groups of the Venn diagram represent the liver specific DEGs between HFD and ND chicken (blue), common DEGs between HFD and ND chicken in liver and abdominal fat (deep red), and abdominal fat specific DEGs between HFD and ND chicken (light red), respectively. (**b**) RNA-sequencing revealed that HFD can significantly induce *IGF2BP1* expression in liver and abdominal fat of chicken. (**c**) qPCR validation of six DEGs obtained from RNA-seq in liver. (**d**) qPCR validation of 6 DEGs obtained from RNA-seq in abdominal fat. (**e**). High-fat medium can significantly promote *IGF2BP1* expression in chicken LMH cell. (**f**) High-fat medium can significantly promote *IGF2BP1* expression in chicken ICP cell. The data are mean ± S.E.M. with four samples (Figure 3b has three samples). Independent sample *t*-test was used to analyze the statistical differences between groups. * *p* < 0.05; ** *p* < 0.01.

**Figure 4:**
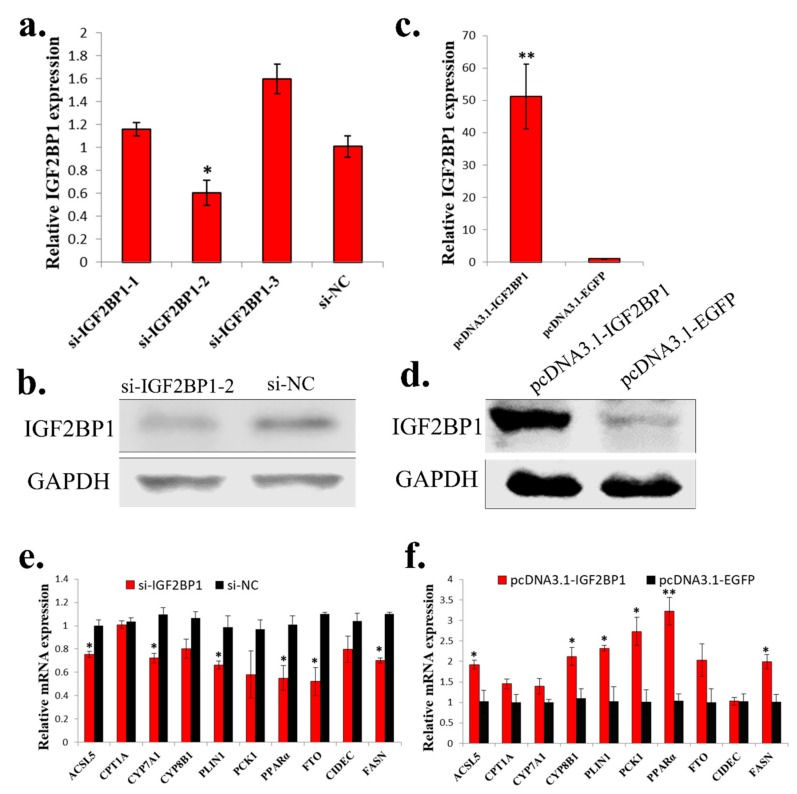
*IGF2BP1* promotes the expression of genes involved in fatty acid metabolism in LMH cell. (**a**) The mRNA expression of *IGF2BP1* after 48 h transfection of si-IGF2BP1 in LMH cell. (**b**) The protein expression of *IGF2BP1* after 48 h transfection of si-IGF2BP1 in LMH cell. (**c**) The mRNA expression of *IGF2BP1* after 48 h transfection of *IGF2BP1* overexpression vector in LMH cell. (**d**) The protein expression of *IGF2BP1* after 48 h transfection of *IGF2BP1* overexpression vector in LMH cell. (**e**) The expression of genes related to fatter acid metabolism after transfection of si-IGF2BP1 in LMH cell. (**f**) The expression of genes related to fatter acid metabolism after transfection of pcDNA3.1-IGF2BP1 in LMH cell. The data are mean ± S.E.M. with four samples (*n* = 4/treatment group). Independent sample *t* test was used to analyze the statistical differences between groups. * *p* < 0.05; ** *p* < 0.01.

**Figure 5:**
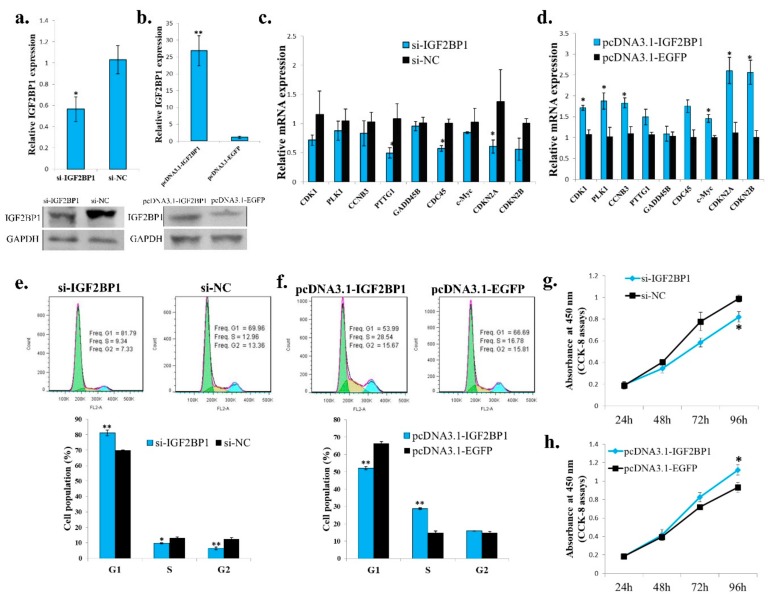
*IGF2BP1* promotes chicken adipocyte proliferation. (**a**) The mRNA and protein expression of *IGF2BP1* after 48 h transfection of si-IGF2BP1 in an ICP cell. (**b**) The mRNA and protein expression of *IGF2BP1* after 48 h transfection of *IGF2BP1* overexpression vector in an ICP cell. (**c**). The expression of cell cycle related genes after transfection of si-IGF2BP1 in an ICP cell. (**d**) The expression of cell cycle related genes after overexpression of *IGF2BP1* in an ICP cell. (**e**) *IGF2BP1* inhibition induced cell cycle arrest in an ICP cell. (**f**) *IGF2BP1* overexpression promote cell cycle progress in an ICP cell. (**g**) *IGF2BP1* inhibition repressed cell proliferation in an ICP cell. (**h**) *IGF2BP1* overexpression promote cell proliferation in an ICP cell. The data are mean ± S.E.M. with at least 3 samples (*n* ≥ 3/treatment group). Independent sample *t* test was used to analyze the statistical differences between groups. * *p* < 0.05; ** *p* < 0.01.

**Figure 6:**
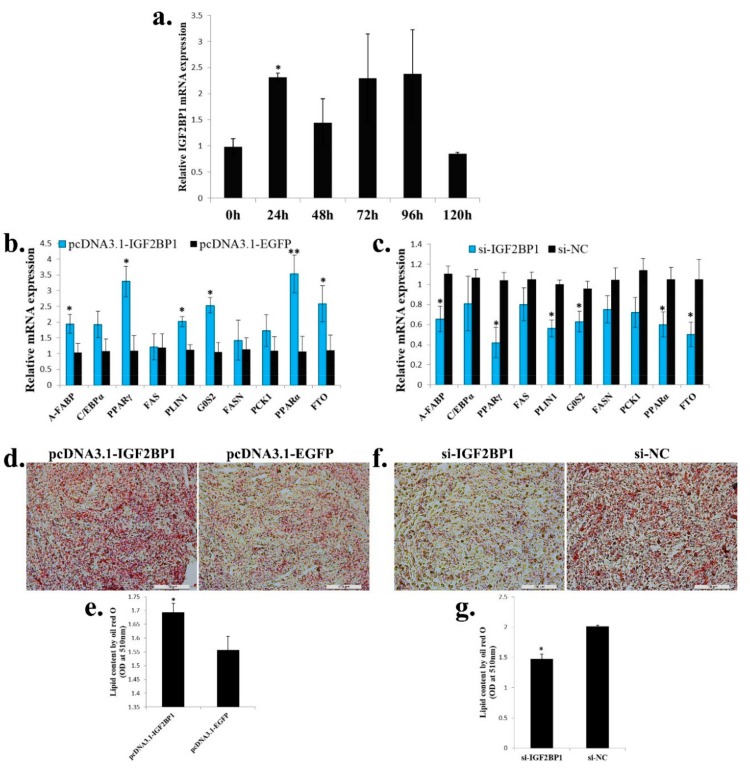
*IGF2BP1* promotes chicken adipocyte differentiation and increases lipid droplet accumulation. (**a**) The expression of *IGF2BP1* during ICP cell differentiation. (**b**) The expression of genes related to adipocyte differentiation and fatty acid metabolism after *IGF2BP1* overexpression in an ICP cell. (**c**). The expression of genes related to adipocyte differentiation and fatty acid metabolism after inhibition of *IGF2BP1* expression in an ICP cell. (**d**). Representative images of oil red O staining (red) after overexpression of *IGF2BP1* in an ICP cell; scale bar: 100 μm. (**e**). Lipid droplet content by oil red O staining and extraction method of cells transfected with *IGF2BP1* overexpression vector. (**f**). Representative images of oil red O staining (red) after inhibition of *IGF2BP1* in an ICP cell; scale bar: 100 μm. (**g**). Lipid droplet content by oil red O staining and extraction method of cells transfected with si-IGF2BP1 and si-NC. The data are mean ± S.E.M. with four samples (*n* = 4/treatment group). Independent sample *t* test was used to analyze the statistical differences between groups. * *p* < 0.05; ** *p* < 0.01.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/12/2923/s1.

# Supplementary material for: Integrative Analyses of mRNA Expression Profile Reveal the Involvement of IGF2BP1 in Chicken Adipogenesis
**Source:** Int J Mol Sci. 2019 Jun 14;20(12):2923. doi: 10.3390/ijms20122923
**Supplement:** Supplementary file 1

Integrative analyses of mRNA expression profile reveal the involvement of *IGF2BP1* in chicken abdominal fat deposition

Jiahui Chen^1,2,3,#^, Xueyi Ren^1,2,3,#^, Limin Li^1,2,3^, Shiyi Lu^1,2,3^, Tian Chen^1,2,3^, Liangtian Tan^1,2,3^, Manqing Liu^1,2,3^, Qingbin Luo^1,2,3^, Shaodong Liang^1,2,3^, Qinghua Nie^1,2,3^, Xiquan Zhang^1,2,3^, Wen Luo^1,2,3,*^

**For cloning the following primers were used for PCR:**

IGF2BP1 CDS (reference sequence: NM_205071.1) cloning for pcDNA3.1 overexpression vector:

s: 5’- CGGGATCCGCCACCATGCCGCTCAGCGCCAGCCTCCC

as: 5’- CGGAATTCAAGTATAAATCCAGTTCCCAC

**For quantitative real time RT-PCR, the following primers were used:**

c-Myc-qPCR (reference sequence: KU981087):

s: 5’- GCCAGCGAAGGAATGAGC

as: 5’- CGTCCGATTGGATAGACAGAAC

PLK1-qPCR (reference sequence: NM_001030639.1):

s: 5’- AACTGAACGGGCGAAAG

as: 5’- GGGAATACAGGCTGGGTC

CDK1-qPCR (reference sequence: NM_205314.1):

s: 5’- AAGTGAGGAGGAAGGTG

as: 5’- AATGGCAGAAGACGATA

CCNB3-qPCR (reference sequence: NM_205239.2):

s: 5’- TCCTCATCGCCTCCAAA

as: 5’- CAGGGTCATCTCACAGACAAAA

PTTG1-qPCR (reference sequence: XM_025154831.1):

s: 5’- GAAAGGCTCTTGGAAA

as: 5’- TGAGGAGGTCTCGTTATT

GADD45B-qPCR (reference sequence: XM_015299957.2):

s: 5’- GCTTCGGTCCCTTTGGTGA

as: 5’- CCGGCAGTTGTTGTGCAGTC

CDC45-qPCR (reference sequence: XM_415070.6):

s: 5’- TGTCTCGCCATAACCA

as: 5’- GCCGCTTCTGTCCTT

CDKN2A-qPCR (reference sequence: NM_204434.1):

s: 5’- TACGTTCTCCCTTCACCTCC

as: 5’- AAACCGCTTCAACTGACTACAT

CDKN2B-qPCR (reference sequence: NM_204433.1):

s: 5’- AAACCCACCCGCTCTTCC

as: 5’- CCGTCCCTTTCGGCTTCA

β-actin-qPCR (reference sequence: NM_205518.1):

s: 5’- TTGTTGACAATGGCTCCGGT

as: 5’- AACCATCACACCCTGATGTCT

IGF2BP1-qPCR (reference sequence: NM_205071.1):

s: 5’- AAGGCACAAGGCAGGATT

as: 5’- GCAGCTCATTGACGGTTTT

A-FABP-qPCR (reference sequence: FJ493543.1):

s: 5’- AGTTTGTGGGCACCTGGAAGC

as: 5’- CCATCCACCACTTTCCTCTT

C/EBPα-qPCR (reference sequence: NM_001031459.1):

s: 5’- GGAGCAAGCCAACTTCTACGC

as: 5’- CTCGTTCTCGCAGATGTCGC

PPARγ-qPCR (reference sequence: NM_001001460.1):

s: 5’- TACATAAAGTCCTTCCCGCTGACC

as: 5’- TCCAGTGCGTTGAACTTCACAGC

FAS-qPCR (reference sequence: NM_001199487.1):

s: 5’- AAGGAGGAAGTCAACGG

as: 5’- TTGATGGTGAGGAGTCG

PLIN1-qPCR (reference sequence: NM_001127439.1):

s: 5’- ATGGAAGGGCCAAGGAGAAC

as: 5’- CCCGACATGCCAAAGTGTTG

G0S2-qPCR (reference sequence: NM_001190924.3):

s: 5’- CGGGGCGAAAGAGCTGAG

as: 5’- AGCACGTACAGCTTCACCAT

FASN-qPCR (reference sequence: NM_205155.3):

s: 5’- GCTAAGATGGCATTGCACGG

as: 5’- TGCCAGAGCCTCCACTATCT

PCK1-qPCR (reference sequence: NM_205471.1):

s: 5’- CCAGATAATGGGGAGCCGTG

as: 5’- CAGGTCTGCGACCTCCAAAT

PPARα-qPCR (reference sequence: NM_001001464.1):

s: 5’- AGTAAGCTCTCAGAAACTTTGTTG

as: 5’- GTCATTTCACTTCACGCAGCA

FTO-qPCR (reference sequence: NM_001185147.1):

s: 5’- TTTTGGTTTCAAGGCGAGCG

as: 5’- CCAGGCTCGTCATAAGCTCC

ACSL5-qPCR (reference sequence: NM_001031237.1):

s: 5’- CCCTAAAGGTGCCATGCTGA

as: 5’- CTCCGCAGCTGTACATCACA

CPT1A-qPCR (reference sequence: NM_001012898.1):

s: 5’- ACAGCGAATGAAAGCAGGGT

as: 5’- GCCATGGCTAAGGTTTTCGT

CYP7A1-qPCR (reference sequence: NM_001001753.1):

s: 5’- GTAACGCCCTAGATGCCCTC

as: 5’- GCTCTCTCTGTTTCCCGCTT

CYP8B1-qPCR (reference sequence: NM_001005571.1):

s: 5’- CATCATTCCCTGGCTGGGTT

as: 5’- TAGCCAAAAACCCGGAGGAC

CIDEC-qPCR (reference sequence: NM_001277678.1):

s: 5’- GGTGTAGGCTCAGTTCCGT

as: 5’- TATTTGGAGACAGGCGCAGC

GAPDH-qPCR (reference sequence: NM_204305.1):

s: 5’- AGAACATCATCCCAGCGT

as: 5’- AGCCTTCACTACCCTCTTG

PCK1-qPCR (reference sequence: NM_205471.1):

s: 5’- CAACACCAGATTCCCAGGCT

as: 5’- AAAGGAGATCCAATCGGCCC

OPN2SW-qPCR (reference sequence: NM_205517.2):

s: 5’- CTCATGAACAAGCAGTTCCGC

as: 5’- GTCGTCCCCGAACGGACT

ERNI-qPCR (reference sequence: NM_001080874.1):

s: 5’- AACGGGGGAGGCTTATCTCT

as: 5’- ATCAGTCTCCACTGTTGCGG

ELF3-qPCR (reference sequence: XM_419257.6):

s: 5’- CACAGACAAGCCTGAGTGGT

as: 5’- CGGTCATACAGCTCATCCCC

CYP4B1-qPCR (reference sequence: NM_001329509.1):

s: 5’- GTAGCCCTCATGGCAGAGTC

as: 5’- GCTCAAAGAGCTCCACCGAT

How the deposited data were processed for this re-analysis (not part of the article)

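RNA of abdominal fat and liver from 3 HFD and 3 ND chickens, 12 samples in all, was sequenced by the authors on the BGISEQ-500 platform. The authors selected the 3 HFD chickens with the higher and the 3 ND chickens with the lower abdominal fat rate for sequencing. The authors deposited FPKM values, that is fragments per kilobase of transcript scaled to the number of mapped fragments, for each gene and sample, rounded to 2 decimals. The files list genes by NCBI gene identifier and hold no counts. The aligner, the quantification tool, the genome build and any filter on the reads are not stated in the text, so these steps are part of the values and could not be repeated. Samples were assigned to tissue, diet and replicate number from their labels.
The plan made before the data were examined named a test for counts. Since the files hold FPKM, edgeR and DESeq2, which need counts, were not used, and limma was used instead. FPKM values were transformed as log2(FPKM + 1), and genes with a mean of at least 0.1 FPKM over the 6 samples of a tissue were tested, HFD against ND, in a separate fit for each tissue with no block. The moderated variances followed a trend with expression (eBayes with trend), all tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method. The limit of 0.1 FPKM was set after the FPKM values of IGF2BP1 had been seen, so that this gene stayed in the test. Before the added alternatives were listed, an exploratory run of 12 fits per tissue, over pseudocounts, filters and sample weights, had also been seen. None of these fits was chosen for its outcome, and their results are given under the dependence on the processing.
Genes were called as DEGs at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.001, which all genes of Supplementary Files 1 and 2 meet with their q-value. Single genes, gene lists and the difference between the tissues were called at an adjusted p of at most 0.05. The text of the methods gives another threshold, an absolute log2 fold change of at least 0.5 and a p of at most 0.001, which was used as an alternative. Gene lists after the KEGG pathways named in Figure 2 were written by hand and tested with camera at an inter-gene correlation of 0.01, with the adjustment over 7 lists. The difference of the diet effect between the tissues was tested as an interaction in a fit of all 12 samples. Values of 3 against 3 birds were compared with the two-sided exact permutation test, which cannot go below 0.1.
Genes were named by a rule: the genes that the paper measured in this RNA-seq and names in its text or in Figure 3, the first 5 genes with a symbol other than a LOC number in Supplementary File 1 and in Supplementary File 2, and called genes that separate the diets fully, of which there were 0 at the threshold for DEGs. The gene lists had 0 called members. A gene that the rule selects was left out of the text.
Replicate numbers come from the sample labels. The methods describe abdominal fat and liver from the same chickens, but neither the text nor the labels state that equal numbers in both tissues are the same bird, and HFD and ND birds with the same number are different birds. The number was therefore used as a block only as an alternative, and its meaning was checked by correlating the deviations of same-numbered samples from their diet means.
The depth was estimated by non-negative least squares of the reads per diet in Supplementary Files 1 and 2 on FPKM times gene length minus 35 bases, over 543 to 619 genes per diet and tissue. It lay between 16900000 and 18540000 mapped fragments. By these depths, IGF2BP1 rests on 0 to 40 reads per sample. The share of the 10 most expressed genes in the summed FPKM was 9.3% to 9.95% in abdominal fat and 25.61% to 30.08% in liver.
The fits were tested on simulated data with 200 changed genes. The changed genes were drawn only from genes with a mean FPKM far above the limit of 0.1 FPKM, and genes were simulated independently of each other. The shares found therefore do not apply to genes with low FPKM such as IGF2BP1. At an adjusted p of at most 0.05, a simulated log2 fold change of 1 was found for 66% of the genes in abdominal fat and 57% in liver, and one of 3 for 98.5% and 96%. For simulated log2 fold changes of 1, 2 and 3, false calls numbered 12, 6 and 15 in abdominal fat and 4, 18 and 17 in liver. The interaction fit found 173 and 191 of 200 genes at log2 fold changes of 2 and 3, with 22 and 32 false calls. At the threshold for DEGs, a log2 fold change of 2 was found for 60.5% and 60% of the genes, one of 3 for 86% and 82%, and one of 1 for 0%, with 0 false calls. The test of the lists called 0 of 50 unchanged lists and 50 of 50 lists raised by 0.5 on the log2 scale. These lists were drawn at random from genes simulated independently of each other, so they do not show how often lists of genes that vary together are called without a change.
Alternatives were another pseudocount (0.1), other filters on low values, all 12 samples in a single fit, the replicate block, quantile normalization, robust variances, sample weights, another inter-gene correlation, other thresholds and leaving out each bird in turn. A 2-fold rule on the mean FPKM, with at least 1 FPKM in the higher diet, and Fisher's exact test (one-sided) on the genes of the supplementary files were added after the data had been seen. The histology, qPCR and cell culture experiments were not analysed here.
The computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.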

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

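The tests of mixed liver RNA, of a mislabelled sample and of a response to the diet were chosen only after the result was seen. The other tests in this part were set before it, except that the B-cell and plasma-cell list was tested after values of immunoglobulin genes had been seen.
A liver signal that the paper does not report appeared in the abdominal fat of ND replicate 2. Over 135 genes chosen from the livers and the HFD abdominal fats only, its median level was 3.79% of that in liver, against 0.0236% to 0.141% in the other abdominal fats. If liver RNA were mixed into the sample, the excess should be a similar share of the liver level for every gene, and 88.9% of the genes (120 of 135) lay within 2-fold of the median excess of 3.52%. A mislabelled liver sample is not borne out, since the correlation across all genes, which are not independent replicates, was 0.794 with the mean of the livers and 0.979 with the mean of the other abdominal fats. A response to the normal diet is not borne out either, since the largest share in the other ND abdominal fats was 0.141%. The excess did not follow the liver with the same number, with a correlation across genes of -0.302, and was closest to HFD liver replicate 3 (0.456). A candidate explanation that remains is liver RNA mixed into this sample, from a source that was not identified. Of the 135 genes, 132 are among the 532 genes that Supplementary File 1 gives as higher in ND.
Genes of antibody-producing cells were high in the abdominal fat of ND replicate 1, a signal the paper does not discuss. For 22 genes of a B-cell and plasma-cell list, without the immunoglobulin genes whose values had been seen, the median log2 ratio to the other abdominal fats was 0.48, and 20 of the 22 genes were higher. In the other abdominal fats the median was -0.33 to -0.13. The value was at percentile 100 of 10000 random lists matched on mean FPKM. RNA from antibody-producing cells in this sample may explain it. Whether such cells came from the tissue or from its sampling was not tested, and no biological explanation was tested.
The diet effect differed between abdominal fat and liver for 1 of 15442 genes at an adjusted p of at most 0.05 in the test of the interaction, and for 1945 at an unadjusted p under 0.05. With the bird as a replicate block, where same-numbered samples deviated together with a mean correlation of 0.204, it was 0 genes (2311 at an unadjusted p under 0.05). Of the 4 splits that part the same-numbered birds as the diets do, 1 gave as many genes, the diets themselves, and of all 10 splits 2 did. With 3 birds per diet no share of splits can be under 0.1, so this count could not have excluded a random grouping of the birds.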

How the results depend on the processing

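The alternatives were set before the data were examined, except the 2-fold rule, the filters on mean FPKM and on every sample, quantile normalization, robust variances, sample weights, the pseudocount of 0.1 for the counts and the lists, the lists without a filter and Fisher's test, which were added after seeing the data. Quantile normalization of the lists was added after the results of the lists had been seen.
At the threshold for DEGs the counts were 0 in both tissues. In abdominal fat 449 and 524 genes and in liver 1441 and 571 genes were higher and lower at an unadjusted p under 0.05. Without each bird in turn these counts ranged from 312 to 582 and from 338 to 836 in abdominal fat. In liver they ranged from 868 to 2292 and from 362 to 728. Quantile normalization gave 543 and 377 in abdominal fat and 1041 and 975 in liver. The threshold in the text of the methods gave 8 higher and 6 lower genes in abdominal fat and 58 and 27 in liver. Without each bird in turn it gave 6 to 23 and 2 to 14 genes in abdominal fat, and 19 to 53 and 19 to 30 in liver. All 12 samples in one fit gave 26 and 14 in abdominal fat and 144 and 55 in liver. An adjusted p of at most 0.05 without a fold-change limit gave 1 lower gene in abdominal fat, and 0 lower genes with the replicate number as a block, with at least 0.5 FPKM in every sample, and without HFD replicate 1, HFD replicate 2, ND replicate 1 or ND replicate 3. Without ND replicate 2, the sample with the liver signal, it gave 2 higher and 2 lower genes. All 12 samples in one fit gave 2 and 1, and a pseudocount of 0.1 gave 1 and 1. Without HFD replicate 1 there was 1 higher gene. The 2-fold difference of the mean FPKM gave 177 and 312 genes in abdominal fat, 274 and 194 in liver and 77 in both tissues. Without each bird in turn the lower genes in liver ranged from 0 to 1. With the replicate number as a block, the counts were again 0, with 458 lower genes in abdominal fat and 1112 higher and 560 lower genes in liver at an unadjusted p under 0.05. The exploratory fits gave at most 0 DEGs, 0 to 2 genes in abdominal fat and 0 to 134 in liver at an adjusted p of at most 0.05, and 10 to 24 and 77 to 207 at the threshold in the text of the methods. Sample weights, which ranged from 0.49 for ND liver replicate 1 to 2.64 for ND liver replicate 3, with a mean of at least 1 FPKM gave 93 higher and 36 lower genes in liver at an adjusted p of at most 0.05. The weights without that filter gave 6 and 6, and the filter without the weights gave 2 and 4. The cause of these changes was not tested.
The count of genes whose diet effect differs between the tissues, 1, was 0 at an adjusted p of at most 0.001 and 0 with the bird as a replicate block, and ranged from 0 to 6 without each bird in turn. At an unadjusted p under 0.05 it was 1945, and 2311 with the block. The cause was not tested.
Each of the lists called at an adjusted p of at most 0.05, complement and coagulation and fat digestion and absorption in abdominal fat and ECM-receptor interaction and type I diabetes mellitus in liver, had an adjusted p of 0.475 with an estimated inter-gene correlation. Without each bird in turn the adjusted p ranged from 0.0335 to 0.543 for PPAR signaling in abdominal fat (direction of the test statistic reversed without ND replicate 2, mean shift still -0.04), from 7.31e-07 to 0.242 for complement and coagulation, from 0.0103 to 0.730 for fat digestion and absorption, from 0.1003 to 0.695 for steroid hormone biosynthesis (direction of the test statistic reversed without HFD replicate 3, with a mean shift of -0.10, and without ND replicate 2, with one of 0.04), from 0.00395 to 0.281 for ECM-receptor interaction and from 0.00161 to 0.126 for type I diabetes mellitus. For the lists of abdominal fat, the mean shifts without ND replicate 2 lay between -0.10 and 0.04, against -0.55 and -0.15 with all birds.
Without a filter the adjusted p was 0.112 for fat digestion and absorption and 0.0811 for ECM-receptor interaction. With a mean of at least 1 FPKM it was 0.271 for fat digestion and absorption and 0.754 for steroid hormone biosynthesis, whose test statistic reversed while its mean log2 fold change, -0.15, stayed below the -0.03 of all genes. With at least 0.5 FPKM in every sample it was 0.271 for fat digestion and absorption, 0.0775 for complement and coagulation and 0.286 for steroid hormone biosynthesis, which reversed. Quantile normalization gave 0.0394 for PPAR signaling in abdominal fat and 0.0685 for ECM-receptor interaction. Fisher's exact test on the genes of the supplementary files gave 2.64e-05 for PPAR signaling and 0.00286 for steroid hormone biosynthesis in abdominal fat, 0.443 for ECM-receptor interaction, 0.432 for type I diabetes mellitus and 0.00808 for PPAR signaling in liver. That test has no direction, and 4 of the 9 PPAR signaling genes in Supplementary File 2 were lower in HFD. Every list kept its direction and its side of the threshold with the replicate number as a block, at 0.238 for PPAR signaling in abdominal fat and 5.59e-05 for complement and coagulation. The cause of these changes was not tested.
The log2 fold changes of IGF2BP1 and IGF2 kept their direction and stayed above an adjusted p of 0.05 in every alternative run. Of 288 values of the other 19 gene and tissue pairs under an alternative, 285 did so, 0 reversed and 3 fell under an adjusted p of 0.05: CYP4B1 in liver with all 12 samples in one fit (0.0384), and ELF3 (0.0452) and PHGDH (0.0338) in liver with sample weights and a mean of at least 1 FPKM. Other filters, the fit of all 12 samples, the replicate block and robust variances cannot change a log2 fold change in this balanced design. Only the remaining alternatives could have reversed a direction. IGF2BP1 has no value under the filters of a mean of at least 1 FPKM and of at least 0.5 FPKM in every sample, nor do other genes with low FPKM. The number of reads behind IGF2BP1, 1 to 39 per bird in HFD abdominal fat, limits what its fold change can show.
The mean correlation of same-numbered abdominal fat and liver deviations was 0.204 over all genes and 0.416 over the 146 genes of Supplementary File 3, and the cause was not tested. The liver share in ND abdominal fat replicate 2 was 3.76% with a 1000-fold limit and 4.62% from summed values.
Alternatives that need counts were not run: DESeq2, library size without TMM, robust quasi-likelihood fits, at least 10 counts in every sample, and a test on summed counts with the lists based on it. Fisher's test among genes with an adjusted p of at most 0.05 was not run, since there was 1 such gene in abdominal fat and 0 in liver, where 1441 and 571 genes were higher and lower at an unadjusted p under 0.05.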

Differences from the paper's values

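The comparisons with the ratio of mean FPKM, with the 2-fold rule and with estimated reads were tests chosen only after the result was seen.
At the threshold for DEGs, 0 genes were higher in HFD in abdominal fat against the paper's 532, 0 were lower against the paper's 362, 0 were higher in liver against the paper's 324, 0 were lower against the paper's 473, and 0 were found in both tissues against the paper's 146. At an unadjusted p under 0.05 the counts were 449, 524, 1441, 571 and 154. None of the 11 alternatives set before the data were examined closed the gap for any of these counts. Supplementary Files 1 and 2 list reads summed over the birds of a diet, while limma used the spread between the birds. The paper's counts and those from limma therefore do not rest on the same kind of test. The 2-fold rule on the mean FPKM, chosen after seeing the values, gave 312 lower genes in abdominal fat and 274 higher genes in liver, within 1.5 times the 362 and 324 of the paper's text, but 177, 194 and 77 genes for the paper's 532, 473 and 146. The directions of Supplementary Files 1 and 2 are opposite to the text's. By them, the 312 lower genes stand against the paper's 532 and the 177 higher genes against its 362. In liver the 274 higher genes stand against its 473 and the 194 lower genes against its 324. With all birds none of these is within 1.5 times. Without each bird in turn, the lower and higher genes numbered 234 to 380 and 167 to 272 in abdominal fat. In liver the higher and lower genes numbered 286 to 603 and 214 to 270. The highest of each range is within 1.5 times the paper's count.
The log2 fold change from limma differed from the paper's in Supplementary Files 1 and 2 for 10 of 21 gene and tissue pairs. A value counted as differing if its sign was opposite or the gap exceeded the SD of log2(FPKM + 1) between birds, pooled over the diets. Large gaps of genes that vary much between birds therefore do not count, such as -3.79 against the paper's -5.56 for ALB in abdominal fat. In abdominal fat the log2 fold change from limma was 0.39 for IGF2BP1 against the paper's 4.45, -0.46 for PCK1 against the paper's -1.52 and 0.36 for OPN2SW against the paper's 1.24. In liver it was 0.37 for OPN2SW against the paper's 1.26. For these pairs none of the alternatives set before the data were examined closed the gap. With a pseudocount of 0.1, set before the data were examined, the gap closed for CYP4B1 in abdominal fat (-0.68, then -1.68, against the paper's -2.01), ERNI in liver (0.69, then 1.16, against the paper's 1.87) and IGF2BP1 in liver (0.29, then 1.00, against the paper's 1.05). It also closed for ELF3 in abdominal fat (0.52, then 0.84, against the paper's 1.36), as it did without HFD replicate 2 (0.98), and for ELF3 in liver (1.37, then 1.67, against the paper's 1.75), as it did without HFD replicate 2 (1.63), ND replicate 1 (1.45) or ND replicate 2 (1.40). For IGLL1 in abdominal fat (-3.52 against the paper's -6.88) it closed without ND replicate 2 (-5.21) or ND replicate 3 (-4.24). The other alternatives set before the data were examined did not close these gaps. No filter, the fit of all 12 samples and the replicate block could not, since they leave the log2 fold change unchanged. Leaving out a bird opened a gap for some of the other 11 pairs: ALB in abdominal fat was -2.44 without HFD replicate 2 and -1.74 without ND replicate 2 against the paper's -5.56, ERNI in abdominal fat was 0.09 without HFD replicate 1 against the paper's 1.52, and DGAT2 was 2.56 without ND replicate 2 against the paper's 1.41. The log2 ratio of the mean FPKM, chosen after seeing the values, differed from the paper's for 0 of the 21 pairs, with a largest gap of 0.11.
The FPKM of IGF2BP1 had a mean of 0.407 in HFD abdominal fat against the paper's value of about 44 in Fig. 3b, read by eye, 0.02 in ND abdominal fat against the paper's about 2 in Fig. 3b, read by eye, 0.593 in HFD liver against the paper's about 62 in Fig. 3b, read by eye, and 0.283 in ND liver against the paper's about 30 in Fig. 3b, read by eye. Leaving out a replicate closed none of these gaps. The reads estimated from FPKM and depth and summed over the 3 birds, chosen after seeing the values, were 44, 2, 62 and 29.
The paper's text gives the larger list of abdominal fat as higher in HFD. Supplementary File 1 and the mean FPKM have these 532 genes higher in ND and the other 362 higher in HFD. In liver, the text likewise gives as higher in HFD the 324 genes that are higher in ND by Supplementary File 2 and by the mean FPKM.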

Other observations

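The tests on IGF2BP1 in this part were chosen only after the result was seen. The test of same-numbered samples and the counts of splits were set before it.
IGF2BP1 was higher in HFD by the mean FPKM in both tissues. Without HFD replicate 2, the ratio of the means fell from 20.3 to 3.5 in abdominal fat and from 2.09 to 1.11 in liver, and the log2 fold changes of IGF2BP1 were 0.07 and 0.05, so a single bird may carry much of the difference in both tissues. This bird was picked as the highest HFD value in both tissues, so that leaving it out had to lower the ratio. Without each other bird in turn the ratio was 13.6 to 29.8 in abdominal fat and 1.40 to 5.16 in liver. In liver it was also under 2 without ND replicate 1 (1.91) and without ND replicate 3. Over the 6 bird numbers, IGF2BP1 in abdominal fat and in liver had a Pearson r of 0.869 (exact permutation p = 0.0333) and a Spearman rho of 0.820 (exact permutation p = 0.0667), both with an adjusted p of 0.0667 over 2 relations. Without the 2 samples farthest from the median, r was 0.649, so the relation rests in part on those samples. The relation was not tested within a diet. The test had asked for a Spearman p under 0.05, which was not met, and with 6 birds it was judged unable to decide after the value had been seen.
Over 140 genes of Supplementary File 3, without those of Figure 3, same-numbered abdominal fat and liver samples of a diet deviated together with a mean correlation across genes of 0.418, and the given numbering was the highest of 36 pairings. Over all 14003 genes tested in both tissues the mean correlation was 0.204. The 140 genes had been selected for differing in both tissues. Differences between individual birds that are present in both tissues may contribute to the genes common to both lists, though the diets were fully separated in both tissues for 27 of the 146 genes.
Without ND replicate 2, the sample with the liver signal, the genes with a 2-fold lower mean FPKM in HFD abdominal fat were 234, against 312 with all birds and 341 to 380 without any other bird. Signals of this sample, liver RNA among them, may account for part of these genes.
Splits of the 6 birds of a tissue into groups of 3 were compared with the diets, using the 4 splits that part as many same-numbered birds, the diets included. The other 6 of the 10 splits keep some same-numbered birds together. In abdominal fat, 2 of the 4 splits gave as many genes at an adjusted p of at most 0.05, 2 at the threshold in the text of the methods and 3 by the 2-fold rule. In liver it was 4 at an adjusted p of at most 0.05, where the diets gave 0 genes (1441 higher and 571 lower at an unadjusted p under 0.05), 1 at the threshold in the text of the methods and 1 by the 2-fold rule. At these thresholds the diets gave 85 and 468 genes in liver, against at most 28 and 372 in the other splits. For the lists in abdominal fat, 4 of the 4 splits gave a p as small for PPAR signaling, 3 for fat digestion and absorption, 4 for steroid hormone biosynthesis and 2 for complement and coagulation. In liver it was 1 for ECM-receptor interaction, 2 for type I diabetes mellitus and 1 for PPAR signaling. Over all 10 splits it was 9 for PPAR signaling, 4 for fat digestion and absorption, 9 for steroid hormone biosynthesis and 6 for complement and coagulation in abdominal fat, and 3 for ECM-receptor interaction, 3 for type I diabetes mellitus and 2 for PPAR signaling in liver. For complement and coagulation the largest p among the other splits was 0.00277 (camera, unadjusted), so this list gave small p-values whichever way the birds were grouped. No share of splits can be under 0.1 in this design, and every split has at least the 0 genes of the diets in liver, so these counts could not have excluded a random grouping of the birds.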
